A study of Mus musculus with 1152 samples. Its data were reported in "Nasopharyngeal lymphatic plexus is a hub for cerebrospinal fluid drainage" (2024).

How the data were processed

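Sorted cells had been placed into 96-well plates, lysed, and made into Smart-seq3 libraries from a pool of nasopharyngeal mucosa. According to the methods, the authors aligned the reads to the mouse genome (mm10) with STAR, counted reads per gene with featureCounts, discarded cells with under 2000 detected genes or over 10% mitochondrial reads, and removed genes expressed in under 3 cells. How reads that map to several genes were handled is not stated. Reads rather than unique molecules were counted, so PCR copies were not collapsed.

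The labels described 1152 cells, of which 656 were analysed here and 496 were not. The deposited values were 1 table of 23168 genes by these 656 cells. The methods describe a log2 scale, but the deposited values fit the natural log of 1 plus reads per 10000: the exponential of each value minus 1 summed to 10000 in every cell, whereas with base 2 the sums ran from 2848.75 to 4937.53. All values were therefore read as natural logs. On the linear scale the smallest value above 0 in a cell was taken as 1 read, and 100% of the values above 0 were then whole reads within a tolerance of 0.01 reads. This gave the depth of each cell, from 7046 to 10727631 reads. No pair of cells had identical values. In these cells 2187 genes had 0 reads and 453 genes were detected in 1 or 2 cells. Such genes would not remain had the stated filter been applied to these cells alone, and whether it was applied to another set of cells or not at all was not tested. Of the gene symbols, 22258 of 23168 were found in the GENCODE M21 annotation (GRCm38, the assembly also called mm10), from which gene positions were taken.

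Each labelled sample was 1 cell, all of 1 group, and no label named an animal, so the unit of replication was the pool. No p-value, standard error or count of changed genes was computed from cells. A gene was called detected in a cell at any value above 0. Shares are given with exact (Clopper-Pearson) 95% intervals (scipy 1.17.1), and a count of 0 is given with the share that 3 cells would make. To compare shares across depths, each of the 568 cells with at least 20000 reads was thinned to 20000 reads without replacement, and the 88 shallower cells were left out.

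Clustering followed the study's steps in Seurat 5.3.0 with R 4.3.3 on the recovered reads, with genes detected in at least 3 cells. The top 2000 variable genes (vst) were scaled with regression of total reads, mitochondrial share, and module scores for dissociation and ribosomal genes. A shared nearest neighbour graph on 15 principal components was clustered with the Louvain algorithm. The resolution was the lowest, in steps of 0.1 from 0.1 to 2, that gave at least 5 clusters. Marker lists and gene lists were fixed before the data were examined. A marker counted as raised at a linear mean at least 1.5 times that of all other cells, with 0.1 per 10000 reads added to both, and detection in at least 10% of the cluster. A cluster took the name of the class with the most raised markers when these were at least 3, more than for any other class, and not outnumbered by another class among the top 10 genes by fold. These naming limits were set after the data were seen, and they left 40.1% of cells unnamed. The 5 clusters held 215, 166, 104, 97 and 74 cells, of which 263 stayed unnamed. Names were rebuilt from markers, so these classes need not hold the same cells as those of the study. No doublet caller was run, since 1 cell was sorted per well; haematopoietic genes were looked at, and cells with both Xist and a Y-linked read were left out as an alternative.

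The genes named in the text were identity genes, class markers, 6 ageing genes, MHC genes, type I interferon genes, interferon receptor genes, apoptosis genes, lymphatic regulators, sex-linked genes, the 10 genes with the highest mean level, and, among genes detected in at least 30% of cells, the 10 with the highest variance beyond a lowess trend on the mean. The X-linked homologues of the Y-linked genes and the chromosome Y pseudogenes were added after the data were seen. Of the listed genes, 6 were not analysed here. Levels are means of the natural log values. Random lists matched on mean level cannot place a level, since the matching fixes it, so they were used for covariation only: 10000 lists were drawn, each gene replaced by 1 of the 100 genes nearest in mean level.

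Read recovery, thinning, the interferon covariation and clustering were tested on simulated data with known answers. Simulated reads at the real totals were recovered from their log values in 100% of cases over 23168 genes. Thinning of simulated cells gave 1.00 times the expected number of detected genes. The interferon list passed the 97.5th percentile of matched lists in 0 of 10 simulated tables without a shared factor and in 10 of 10 with one, over 2242 genes. Clustering of 5 planted classes at the real depths put 99.2% of cells in a cluster led by their own class, over 20673 genes. The rule stopped at a resolution of 0.1 there, against 0.7 in the real data. The planted classes were thus easier to separate, and this share does not carry over to the real classes.

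Alternatives covered the quality limits, the detection threshold, thinned reads, the resolution, the number of principal components and of variable genes, no regression, clustering without the ageing, MHC and interferon genes, assignment of each cell to the class with the highest mean of z-scored markers, means on the linear scale, Pearson correlation, and rho with the number of detected genes or the dissociation score regressed. For values with a binomial interval, a result counted as moved when it left that interval; mean levels counted as moved beyond 10%, and the other values beyond 1.5 times.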

Results

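The data were single-cell transcriptomes of lymphatic endothelial cells (LECs) from the nasopharyngeal lymphatic plexus (NPLP) of aged mice. Cells positive for CD31 and podoplanin had been sorted into plate wells, 1 cell per well, and sequenced with Smart-seq3, a plate-based full-length method. All labelled cells belonged to a single group, aged NPLP LECs, and 56.9% of them were analysed here. No label named the animal of a cell, so the cells were treated as 1 pooled sample with no replicates, and no comparison with adult mice was made. Shares of cells are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only and not the differences between mice.

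Depth differed widely between cells. Whole reads recovered from the deposited values summed to 457340080 over all cells analysed. Reads per cell ranged from 7046 to 10727631 with a median of 148202, so the deepest cell had 72.4 times as many reads as the median cell. The number of detected genes per cell ranged from 2006 to 7679 with a median of 3940.5, and the mitochondrial share of reads ranged from 0.369% to 9.13%. All cells analysed therefore lay within the stated limits of at least 2000 detected genes and at most 10% mitochondrial reads. A minimum of 4000 genes moved this share most and left 48.2% of cells.

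**Figure D1:**
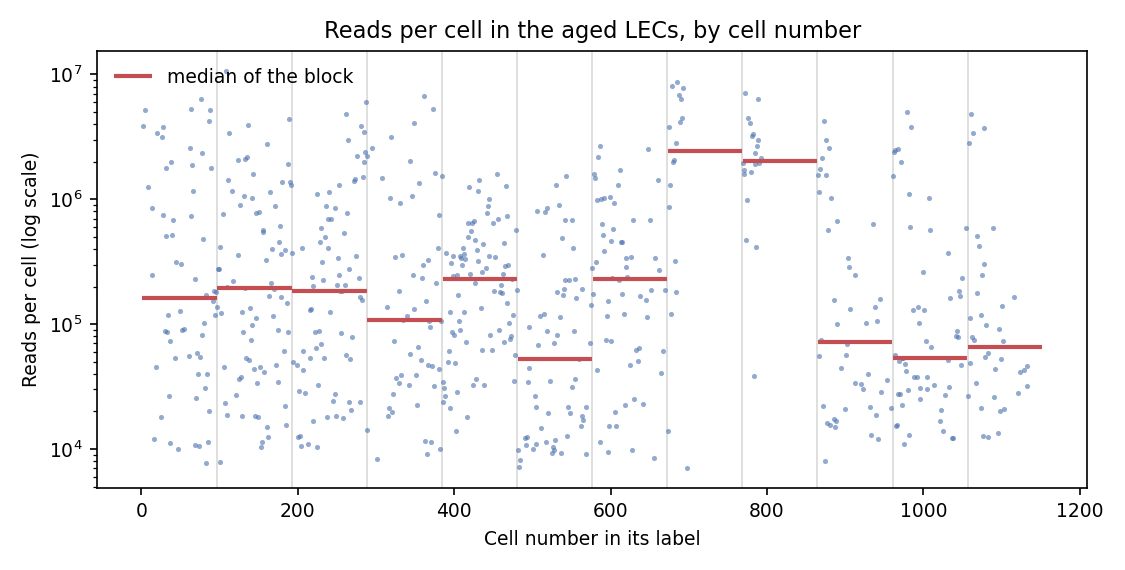
Reads per cell on a log scale (y axis) against the cell number in its label (x axis), 1 point per cell, with a red line at the median of each of 12 blocks of 96 consecutive numbers. Cells spanned 7046 to 10727631 reads, and blocks 8 and 9, with 18 and 20 cells, had medians of 2450279.5 and 2042788.5 reads.

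The first question was whether the sorted cells carried LEC transcripts. The 8 identity genes fixed in advance were detected in a median of 97% of cells. Flt4 and Mmrn1 were detected in all cells analysed, Prox1 in 97.1% (interval 95.5 to 98.2%), Cdh5 in 96.8% (95.1 to 98%) and Pdpn in 94.8% (92.8 to 96.4%). Ccl21a had the lowest share, 87.7%, and reads of this gene may be split with its near-identical copies. A threshold of 1 on the natural log scale moved the median share most, to 78.3%. With each cell thinned to 20000 reads, which left out 88 shallower cells, the median share was 93.9%.

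Genes of other cell types gave the background. Epcam was detected in 0 cells, which allows a share of up to 0.457%. The highest share among the 4 epithelial genes analysed was 0.610%, for Krt8. Haematopoietic genes had a median share of 0.915%, with Ptprc in 0.915% of cells and Fcer1g highest at 9.60%. Mural genes had a median of 0.991%, glial genes 1.83% and cycling genes 0.457%. Fibroblast genes had a median of 2.13%, but Dcn was detected in 30.03% of cells (26.5 to 33.7%). The blood endothelial list did not behave as background, since Emcn was detected in 96.2% of cells while Flt1 was detected in 2.44%; the median over its 6 genes was 38.1%. The 8 class markers that the study used had a median share of 55.9%, from 15.1% for Ptx3 to 95.9% for Lyve1.

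The study described LEC classes by clustering, and the same steps were applied to the aged cells alone. At a resolution of 0.7, the lowest to give at least 5 clusters, the cells fell into 5 clusters. By the markers fixed in advance, 3 clusters could be named. The Ptx3+ capillary-like cluster held 32.8% of cells (29.2 to 36.5%). The Ptx3- capillary-like cluster held 15.9% (13.1 to 18.9%), and the upstream-valve-like cluster held 11.3% (8.96 to 14%). The remaining 40.1% of cells (36.3 to 44%) lay in clusters of 25.3% and 14.8% that had fewer than 3 raised markers of any class and stayed unnamed. The larger of these had 2 raised precollecting markers and 2 raised downstream-valve markers. The smaller was led by Ptn, a marker of the Ptx3- capillary class, and Fndc1, another, was detected in 62.9% of its cells (52.5 to 72.5%) against 90.4% (83 to 95.3%) of Ptx3- capillary-like cells. No precollecting-like or downstream-valve-like cluster was found at this setting. The study merged aged with adult cells and reported its subclusters, these classes among them, as conserved in aged mice. Clustering of the aged cells alone, with 40.1% of cells unnamed, cannot decide whether these classes were absent. A resolution of 1.5 moved the Ptx3+ capillary-like share most, to 22.3%, and there a downstream-valve-like cluster of 6.71% of cells was named. Such a cluster was also named with 3000 variable genes, at 35.5% of cells, and with thinned reads, at 32% of the cells kept. The unnamed share ran from 4.73% with 3000 variable genes to 48.9% at a resolution of 1.5, so neither it nor the absence of the class was stable. With no regression, 34% of cells lay in a cluster named blood-endothelial-like by Plvap, Aqp1 and Vwf.

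**Figure D2:**
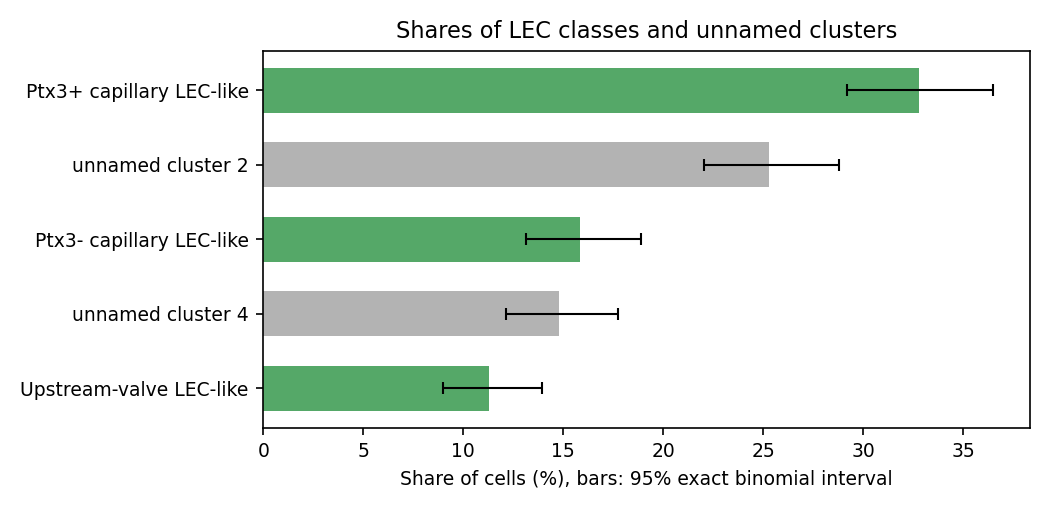
Share of all cells analysed (x axis, %) in each of 5 clusters (y axis), green where the cluster could be named and grey where it could not. Error bars are 95% exact binomial intervals, and the Ptx3+ capillary-like share of 32.8% lay above the Ptx3- capillary-like share of 15.9%.

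The sizes of the capillary classes, which the study set against each other in adult mice, were compared in the aged cells. Of the capillary-like cells, 67.4% (62 to 72.5%) were Ptx3+ capillary-like, and the intervals of the class shares did not overlap. This order depended on the naming limits. With the unnamed cluster led by Ptn counted as Ptx3- capillary-like, the share was 51.7% (46.8 to 56.6%), an interval that includes an even split. The share differed between blocks of 96 cell numbers. In blocks 1 to 5 it was 54.9% (47.2 to 62.5%), also including an even split, and in blocks 6 to 12 it was 82.2% (75 to 88%), with the boundary chosen after the blocks were seen. Ptx3+ capillary-like cells were the more numerous in 11 of 12 blocks, the exception being block 4, with 9 against 14 cells. The order thus rested mainly on the later blocks. It also depended on classes taken from many genes. Ptx3 itself (GRCm38 chromosome 3, 66219910 to 66225805) was detected in 31.2% of Ptx3+ capillary-like cells (25 to 37.8%) and in 8.65% of Ptx3- capillary-like cells (4.03 to 15.8%). At 20000 reads per cell these shares were 22.3% (16.5 to 29%) and 4.60% (1.27 to 11.4%). When cells with Stab2, Fndc1 or Ptn were split by detection of Ptx3 alone, the order reversed, and the share with Ptx3 was 17% (14 to 20.3%).

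Single genes and the major histocompatibility complex (MHC) genes had been named by the study as changed with age, so they were chosen on these same cells. Only aged cells were analysed here, so levels are given without an age comparison. Ifitm3 (GRCm38 chromosome 7, 141009586 to 141010770) had a mean natural log value of 4.20 and was detected in all cells analysed. Ifitm2 (chromosome 7, 140954837 to 140955987) had a mean of 1.69 and was detected in 99.5% of cells. These neighbouring paralogs can share reads, so their separate levels are uncertain. Mcl1 (chromosome 3, 95658788 to 95663176) had a mean of 1.03 and was detected in 89% of cells (86.4 to 91.3%). Il33 (chromosome 19, 29925114 to 29960718) had a mean of 0.58 and was detected in 61.7% (57.9 to 65.5%). Irf7 (chromosome 7, 141262706 to 141266481) was detected in 45% (41.1 to 48.9%) at a mean of 0.42. Zbp1 (chromosome 2, 173206612 to 173218923) was detected in 37.3% (33.6 to 41.2%) at a mean of 0.30. At 20000 reads per cell the shares for Mcl1, Il33, Irf7 and Zbp1 were 79%, 46.3%, 30.5% and 26.4%. The median share over the 6 genes was 75.4%, and the threshold of 1 on the log scale moved it most, to 38.6%.

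MHC genes differed by class. The class I genes H2-D1, B2m and H2-K1 had mean values of 3.71, 3.47 and 3.24 and were detected in at least 99.8% of cells. The class II genes were lower, with H2-Aa detected in 16% of cells (13.3 to 19%), Cd74 in 28.4% (24.9 to 32%) and H2-DMb1 in 3.35%, the lowest of the 15 MHC genes, whose median share was 69.8%. The H2-K, H2-D and H2-Q genes resemble each other, and reads may be split between them. Both interferon receptor genes were detected, Ifnar1 in 48.3% of cells and Ifnar2 in 84.6%. The 12 apoptosis genes had a median share of 23.2%, from 7.47% for Bid to 89% for Mcl1. Among the lymphatic regulators listed, Nos3 was detected in 59.9% of cells, Lama5 in 21%, Foxc2 in 15.9%, Adra1a in 1.07% and Vegfc in 0.305%, and Adra1b was detected in 0 cells, which allows a share of up to 0.457%.

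The next comparison asked whether the ageing genes differed between LEC classes. Il33 was not among the variable genes used for clustering, so its differences did not define the classes. Its mean was 0.91 in Ptx3- capillary-like cells, 0.59 in Ptx3+ capillary-like cells and 0.11 in upstream-valve-like cells. At 20000 reads per cell, Il33 was detected in 67.8% of Ptx3- capillary-like cells (56.9 to 77.4%), 45.7% of Ptx3+ capillary-like cells (38.3 to 53.1%) and 15.4% of upstream-valve-like cells (7.63 to 26.5%), with no overlap between these intervals. The unnamed clusters had shares of 48% and 46.3%. Mcl1, also not used for clustering, had means of 1.38 in upstream-valve-like cells, 1.03 in Ptx3+ capillary-like cells and 0.91 in Ptx3- capillary-like cells. Its thinned detection ranged from 75.9% (65.5 to 84.4%) to 89.2% (79.1 to 95.6%) with overlapping intervals. At a resolution of 1.5, Mcl1 was highest in Ptx3+ capillary-like cells instead, at 1.32. Irf7 was used for clustering. With the ageing, MHC and interferon genes left out of the clustering its mean was 0.56 in Ptx3+ capillary-like and 0.31 in Ptx3- capillary-like cells. Genes outside these lists that led an interferon cluster at a resolution of 1.5, such as Gbp4 and Cmpk2, were not left out. The classes may therefore still rest in part on genes that vary with Irf7. At that resolution, with the interferon cluster set apart unnamed, the Ptx3+ capillary-like mean of Irf7 was 0.45. Over the 6 ageing genes, Irf7 included, the highest and the lowest mean among the named classes differed by a median of 0.27. A resolution of 1.5 moved this most, to 0.37. The unnamed clusters were left out of this range. In the larger of them, Ifitm2 and Ifitm3 had means of 1.93 and 4.37, above the highest named-class means of 1.76 and 4.19.

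**Figure D3:**
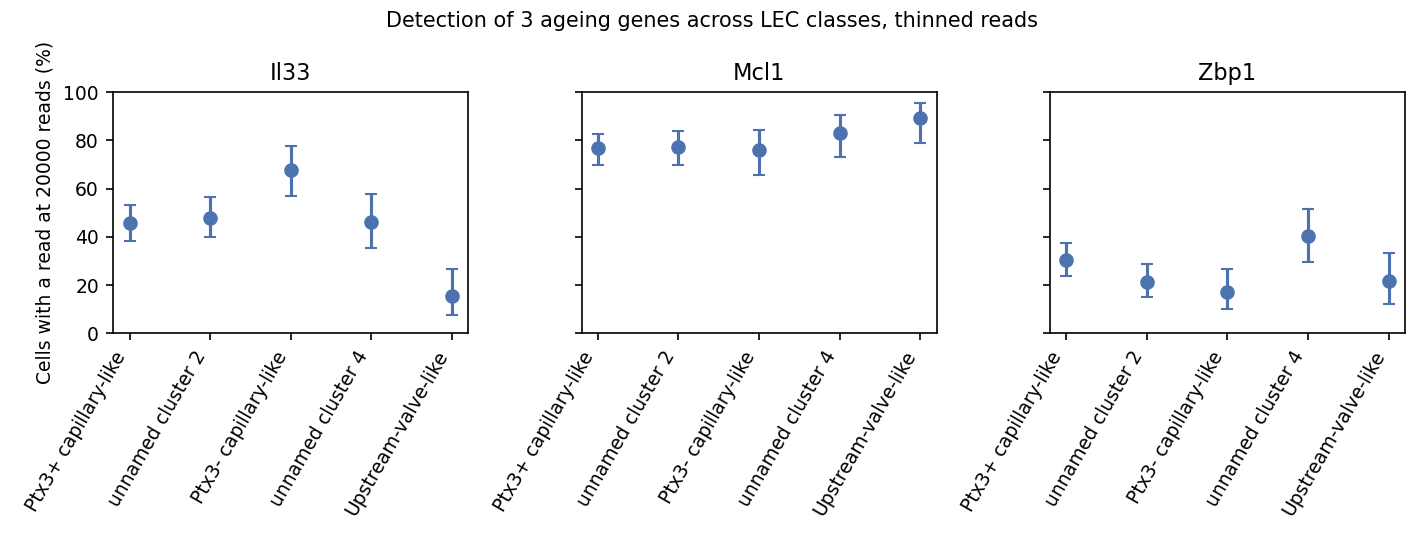
Share of cells with at least 1 read (y axis, %) of Il33, Mcl1 and Zbp1 in the 5 clusters (x axis), after thinning each cell to 20000 reads. Points are shares and bars are 95% exact binomial intervals; Il33 was detected in 15.4% of upstream-valve-like cells against 67.8% of Ptx3- capillary-like cells.

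The last comparison asked whether type I interferon genes varied together between cells. The 25 listed genes analysed, 4 of them also ageing genes named by the study, were detected in a median of 45% of cells, from 1.37% for Oas2 to all cells for Ifitm3. Their median pairwise Spearman rho across cells was 0.161, and 90.3% of the 300 pairs were above 0. Among 10000 random lists of the same size matched on mean level, the median was 0.030 and the highest was 0.053, which placed the interferon list at the 100th percentile. Regressing the dissociation score moved the value most, to 0.0983, against 0.0877 for the highest random list. With the number of detected genes regressed it was 0.111, and with the mean of each cluster removed it was 0.218. Ranking after such a step can itself make genes with many 0 values vary together, so these values do not exclude either source. The genes did not contribute alike. Irf7 had a median rho of 0.242 with the rest of the list and Zbp1 one of 0.209, while Ifitm3 had 0.137 and Ifitm2 had 0.012. Ifi27 had the lowest value, -0.066. Cells of 1 pool are not independent replicates, so these values describe this pool only.

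**Figure D4:**
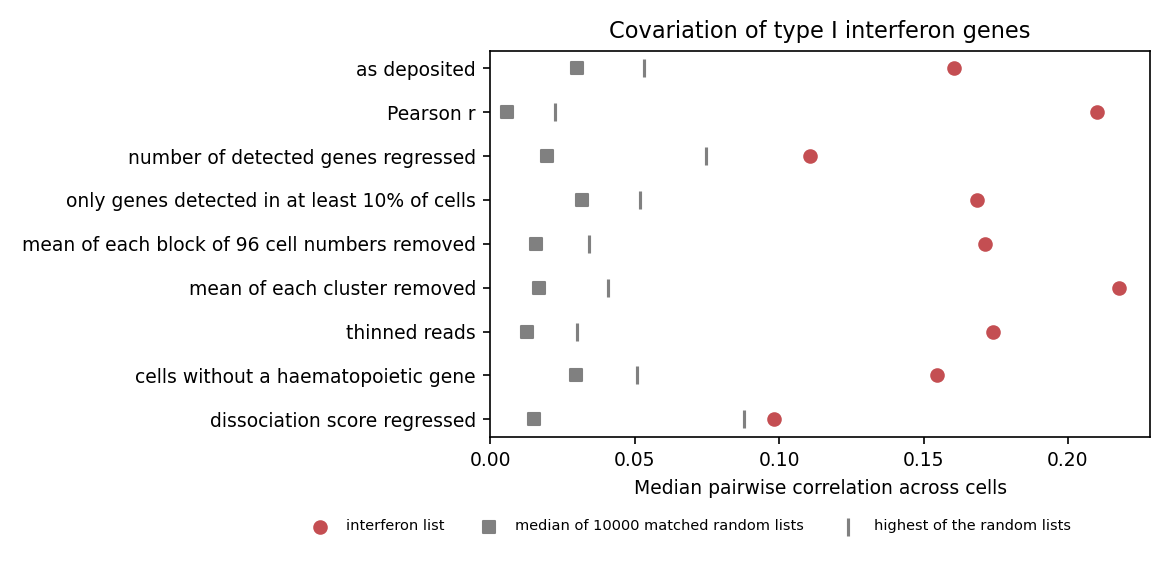
Median pairwise correlation across cells (x axis) of the interferon list (red) beside the median (grey square) and the highest (grey bar) of 10000 matched random lists, for the values as deposited and for 8 alternatives (y axis). The interferon list lay above the highest random list at each setting, closest where the dissociation score was regressed, at 0.0983 against 0.0877.

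The genes with the highest mean levels were Fth1, Ifitm3, Eef1a1, Actb, Gm26917, Hspa8, CT010467.1, H2-D1, mt-Rnr2 and Rps14. Fth1 had a mean natural log value of 4.61. Gm26917 (GRCm38 chromosome 17, 39843013 to 39846341) and the ribosomal RNA gene CT010467.1 (chromosome 17, 39846353 to 39848827) lie side by side. Among genes detected in at least 30% of cells, Fos had the largest variance beyond the trend with the mean, 2.59, followed by Aqp1 at 2.53 and Atf3 at 1.92; Fos and Atf3 were also on the list of dissociation genes.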

Values the study reported

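The study reported single-cell transcriptomes of 656 LECs from the nasopharyngeal mucosa of 25 aged mice, set beside 842 cells from 30 adult mice. In the adult cells, it found the proportion of Ptx3+ capillary LECs to be above that of Ptx3- capillary LECs. Immunofluorescence staining for PTX3 in the plexus gave the same order in the study. It also reported that the LEC subclusters, precollecting and downstream-valve LECs among them, did not differ between adult and aged mice.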

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

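The random seeds, the counting of an unnamed cluster as Ptx3-, the clustering of thinned reads, and in the interferon comparison the removal of block or cluster means, the thinning, the cells without a haematopoietic gene and the dissociation score were chosen after seeing the data. Leaving out or centring each plate was not run, because the cell names carry no plate name.

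Stricter limits keep fewer cells by their construction: a minimum of 4000 detected genes left 48.2% of cells, 3000 genes left 78%, and a mitochondrial limit of 5% left 97.3%. Detection fell with depth and with a stricter threshold, as both constructions require. The median share of cells over the 8 identity genes was 78.3% with a value above 1 and 93.9% with thinned reads, and leaving out cells with Xist and a Y-linked gene kept it within its interval. Over the 6 ageing genes the share was 38.6% with a value above 1, 62.7% with thinned reads, and 80.7% without the 25% of cells with the fewest genes. Their median mean level of 0.81 became 1.11 when averaged on the linear scale, which is never lower than the mean of logs, and it stayed within 10% under the other alternatives.

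The share of Ptx3+ capillary-like cells, 32.8%, was 27.4% at resolution 0.8, 22.3% at resolution 1.5, 25.9% with 10 principal components, 26.7% with 1000 variable genes, 26.7% without the ageing, MHC and interferon genes, 26.1% without cells with Xist and a Y-linked gene, 28.9% with thinned reads, 27.3% with another random seed and 23.8% with no clustering. With that seed, and without the cells with Xist and a Y-linked gene, the rule for the resolution chose 0.8 in place of 0.7, at which the share also fell with the first seed. For the other settings the cause was not tested. The Ptx3- capillary-like share of 15.9% was 21.5% with no clustering and 30.6% with the unnamed cluster led by Ptn counted in, by the construction of a wider class, and stayed within its interval under the other settings in which the class was found. With thinned reads no cluster met the naming rule for that class, so it has no value there. The upstream-valve-like share of 11.3% was 7.16% at resolution 1.5, 5.95% with no regression, 8.10% with thinned reads and 16.2% with no clustering; the cause was not tested. With no regression the largest cluster, 34% of cells, took the name of blood endothelial cells, and the adjusted Rand index with the clusters of the main setting was 0.286, the lowest of the settings run.

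Ptx3+ capillary-like cells outnumbered Ptx3- capillary-like cells in each clustering that named both classes, by the named clusters alone. Their share of capillary-like cells, 67.4%, was 59.8% at resolution 1.5, 61.6% with 10 principal components and 52.5% with no clustering, where the interval of 46.7 to 58.3% included an even split; the cause was not tested. It was 51.7% with the unnamed cluster led by Ptn counted as Ptx3-, since that adds cells to the Ptx3- side only. By cell counts, the same recount put Ptx3+ capillary-like cells in the minority at resolution 0.8 and with 10 or 30 principal components. It did so too without cells with Xist and a Y-linked gene and with the seed for which the rule chose resolution 0.8. The share reversed to 17% when a larger set, the cells with Stab2, Fndc1 or Ptn, was split by Ptx3 detection alone. Ptx3 was detected in 31.2% of the Ptx3+ capillary-like cells, so that split places most cells of the class on the other side by its construction.

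The median difference of the ageing genes among the named classes stayed within 1.5 times under each alternative, from 0.27 to 0.37. Il33 was lower in upstream-valve-like cells than in any other named class in each. The median rho of the interferon genes, 0.161, fell by more than 1.5 times to 0.0983 with the dissociation score regressed; the cause was not tested. Under the other alternatives it stayed within 1.5 times, from 0.111 to 0.218. Of the alternatives for single identity genes, 11 stayed within the interval and 13 fell below it. For detection of single ageing genes 4 stayed and 14 left it, and for their levels 14 stayed within 10% and 4 rose beyond it. Depth limits what the shares can show: a gene detected in fewer cells after thinning was not shown to be absent from the others.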

Other observations

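The interferon comparison and its repeat with the number of detected genes regressed were planned, and the other tests in this part were chosen after the results were seen. Because the design has 1 group, no explanation that needs a comparison between groups was tested.

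The 4 protein-coding Y-linked genes looked for were nearly without reads. Of the 457340080 reads, 8 came from Ddx3y, with at most 2 in a cell, and none from Eif2s3y, Kdm5d or Uty, and 7 of the 10 chromosome Y genes analysed had 0 reads. Apart from Ddx3y, those with reads were 2 pseudogenes, Gapdh-ps15 with 9 reads in 7 cells and Mid1-ps1 with 1254 reads in 40 cells, of which 39 also had Xist. Reads shared with genes outside chromosome Y were not tested for these pseudogenes. The X-linked homologues Ddx3x, Eif2s3x, Kdm5c and Kdm6a had 239644 reads. Xist was detected in 92.8% of cells (90.6 to 94.7%), and the 4 cells with a Ddx3y read all had Xist. The 47 cells without Xist were shallow, with a median of 26442 reads against 164434. Of the 130 cells with at least 1000000 reads, 97.7% had Xist. These explanations had first been set against the reads of Y-linked genes and Ddx3x, which define the pattern, before Xist in deeply read cells was used. The share without it, 2.31% (0.478 to 6.60%), argues against male cells present in number whose Y-linked genes were not counted or lost from the table, and likewise against male cells in number with depth too low to see these genes. A candidate explanation is that the cells came almost all from female mice, although the methods state that both sexes were used. A small number of male cells stays open, since 10 of the 130 deep cells had a Xist value under 0.1. Whether the sexes were balanced with the adult cells was not tested, and a comparison by age would need that.

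The interferon genes varied together between cells, with a median rho of 0.161. The value stayed above the highest of 10000 matched lists with the number of detected genes regressed (0.111), with the means of blocks of 96 cell numbers removed (0.171), with cluster means removed (0.218), in the cells without a read of 6 haematopoietic genes (0.155), and with the dissociation score regressed (0.0983). The removed means and the regressions cannot decide, since values were ranked afterwards. A cell with 0 reads of a gene is then ranked by its block, cluster or regressed quantity, which can itself make genes vary together. With thinned reads the value was 0.174, against 0.0299 for the highest random list, so depth alone does not account for the covariation. Nor do cells with haematopoietic reads. The mean z-score of the interferon list had a rho of 0.038 with that of the dissociation genes. This argues against dissociation as the main source, but a partial contribution is not excluded, since the highest random list reached 0.0877. At a resolution of 1.5, a cluster of 40 cells was led by Rsad2, Ifit3 and other interferon genes. A hypothesis is that a part of the aged LECs may have been in an interferon-responsive state; whether the adult plexus holds such cells was not tested.

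MHC class I genes followed the interferon genes. The mean z-score of 9 class I genes had a Spearman rho of 0.432 with that of the interferon list, above the highest of 10000 matched lists (0.349). The rho was 0.430 with the number of detected genes regressed, 0.407 with block means removed and 0.408 with cluster means removed, so the number of detected genes, blocks and clusters do not account for it. Regression of reads per cell was not run. Class II genes had a rho of 0.063, at the 59.5th percentile of matched lists, and Mcl1 one of 0.073, at the 74.8th. Il33 had a rho of 0.132, above 99.2% of draws, with 0.185 the highest. For Il33 and for Mcl1 each draw was 1 of the 100 genes nearest in mean level, so these percentiles rest on 100 genes only. The levels of class I MHC and interferon genes may thus share a source that Il33 follows weakly and class II genes do not. Ifitm2, named by the study among the interferon genes, had a median rho of 0.012 with the rest of the list; reads shared with its paralogs were not tested as a reason.

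The labels name no plate, but reads per cell differed between blocks of 96 consecutive cell numbers, with block medians from 52583 to 2450279.5 reads. The longest runs of cell numbers not analysed were 71 and 72 numbers long, and both, 2 of 2, ended at a multiple of 96, after 25 and 24 numbers of their blocks. This is consistent with the blocks being the 96-well plates. The share of log10 read variance between blocks, 13.8%, had been tested first; the start at cell 1 ranked 9 among 96 possible block starts, over which the share ran from 9.94% to 15.2%, so it did not decide. The run of 19 numbers at the very end was then left out of the test, since it ends at a multiple of 96 by construction.

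Ptx3- capillary-like cells made up 22% of cells (17.8 to 26.7%) in blocks 1 to 5 and 8.61% (5.70 to 12.4%) in blocks 6 to 12, a division chosen after seeing the blocks. Ptx3+ capillary-like cells went the other way, from 26.8% (22.3 to 31.8%) to 39.7% (34.2 to 45.5%). Differences in depth between blocks do not account for the lower Ptx3- share: the share was lower in blocks 6 to 12 in each of 4 groups of cells of like read number, and was 8.64% there with these groups weighted equally, against 22.5% in blocks 1 to 5. Earlier tests of the same explanation had not decided. Clustering of thinned reads named no such class. After thinning, Fndc1, a marker of the class, was detected in 41% (35.5 to 46.6%) and 32.7% (26.9 to 38.9%) of cells, with overlapping intervals. Different mice or sorting sessions in the plates could produce such a shift and stay open, as no label ties a cell to either. The class shares of this pool may therefore depend on which plates were included.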
